A study of Mus musculus with 6 samples. Its data were reported in "Multimodal stimulation screens reveal unique and shared genes limiting T cell fitness" (2024).

How the data were processed

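RNA was measured in 6 libraries of sorted mouse CD8 T cells, 3 Ctbp1-KO and 3 Ctrl, after 3 weeks of co-culture with antigen-matched tumor cells. According to the methods of the study and the submitters' processing notes, stranded polyA-selected libraries were sequenced on an Illumina instrument, and reads were aligned with STAR 2.6.0c to GRCm38 and counted per gene with HTSeq 0.11.4 at default settings. The authors deposited raw read counts per gene for 49671 genes, not normalised, with replicates kept apart. Between 98.3% and 98.6% of counts fell on protein-coding genes and 0.0880% to 0.0981% on antisense genes, so the counts follow the sense strand of genes; whether antisense reads were excluded cannot be read from the counts, and overlapping genes are uncertain. Counts of genes with close paralogs are uncertain where reads map to more than 1 place.

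The authors also deposited a table of their own comparison from DESeq2 1.30.0 with a sequencing batch as covariate, which holds the mean normalised signal, log2 fold changes with their standard errors, the Wald score, and p-values with their adjusted values. The sources do not say which library was in which batch. DESeq2 was rerun on the counts of the genes in that table under 3 designs, and the statistics came closest to the deposited scores with replicate 1 against replicates 2 and 3 as the batch. The median absolute difference was 0.0349 with that batch (1936 genes called), 0.230 with all 3 replicate numbers as a block (919 called) and 0.128 with neither (939 called).

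Groups and replicate numbers were taken from the labels. The main test was the edgeR 4.0.16 quasi-likelihood F test (R 4.3.3) with TMM factors, the default expression filter (minimum count 10, minimum total count 15), the replicate number as a block plus genotype, and Benjamini-Hochberg adjustment, with genes called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. TMM factors lay between 0.970 and 1.03. The block was chosen because the study's methods used a batch covariate and tested one gene as pairs. Deviations from the group means correlated between same-numbered libraries by 0.64, 0.49 and 0.44 for replicates 1, 2 and 3, above the bound of 0.1 set for pairing; the correlation of Ctrl replicate 2 with Ctbp1-KO replicate 3 was 0.51, so the pairing follows the difference between replicate 1 and the others more than the number itself. The median log2 fold of all tested genes was -0.01.

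Gene lists were written before the data were examined, as were the main test, most of the other settings and the rule for named genes. The study's own results from these libraries were already published. They report higher Tbx21, higher DNA replication and cell cycle genes, and enrichment of the ZEB1 and ZEB2 signatures. Lists and genes of these kinds are therefore not an independent choice. Of the 32 lists, 9 are published signatures that the study used and the others are textbook lists of T cell, cell cycle and metabolic genes and of markers of other cells. The 30 lists with 3 or more tested members entered camera (limma 3.58.1) with a preset correlation of 0.01, two-sided, and adjusted over all lists. A list score per library is the mean log2 CPM (prior count 2) of tested members, compared by an exact two-sided permutation test that cannot go below p = 0.1. List symbols were matched by symbol, 8 of them through an older name, and 3 symbols had no match. Named genes are Ctbp1 and Ctbp2; the 10 highest and 10 lowest log2 fold changes among called genes with a mean log2 CPM of 3 or more and the same direction in all 3 pairs, without predicted or clone-based genes and antigen receptor variable segments; up to 4 members of each list with the smallest unadjusted p; and a set of T cell genes, among them Tbx21, Zeb1, Zeb2, Il2ra, Klrg1, Eomes, Il7r, Ccr7, Pdcd1, Lag3, Tox, Mki67, Ifng and Tnf. The text prints part of the third set, and 2 genes of the rule are not reported here, although they stay in the tests and in the counts of genes and lists.

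The test was checked on simulated counts drawn from the means, library sizes and dispersions of the real libraries for the Ctbp1-KO against Ctrl comparison, with 200 of the genes changed. Of 11696 simulated genes tested, 56.7% of those changed by 1.5 fold, 77.6% of those changed by 2 fold and all 66 changed by 4 fold were recovered, with 9 false calls among 165. These rates describe the simulated counts. Whether they hold for the real libraries, where replicates 2 and 3 differ far less from each other than from replicate 1, was not tested. The settings fixed with the main test were DESeq2 size factors, no filter, a strict filter (CPM of 1 or more in 3 libraries), DESeq2 1.42.0, no replicate block, an unadjusted p under 0.001, a fold of 2 or more, each replicate number or library left out, and, for lists, an estimated correlation, fry and preranked enrichment (fgsea 1.28.0). Settings chosen after seeing the data were a batch of replicate 1 against the others, with edgeR and DESeq2, and counts of replicates 2 and 3 summed within a genotype. GC content and length came from the longest transcript of each gene in the GENCODE annotation of GRCm38. Which guide RNA the libraries used is not given in the sources used here, and no target sequence is reported.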

Results

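Transcriptomes of OT-I/Cas9 CD8 T cells were profiled after prolonged stimulation. OT-I cells carry a T cell receptor that recognises an ovalbumin peptide, and Cas9 in these cells allows a gene to be ablated with a single guide RNA. The cells had received a guide against Ctbp1 (Ctbp1-KO) or a control guide (Ctrl), were co-cultured for 3 weeks with tumor cells presenting the matching antigen, and were sorted before RNA isolation. Each genotype had 3 libraries, numbered 1 to 3, with 10938428 to 12917123 counted reads per library, so that a single read corresponded to about 0.0825 CPM, the read count scaled to the library total. Ctbp1 encodes a transcriptional corepressor, and the comparison addresses which genes differ in its absence after chronic antigen exposure.

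The transcript of the ablated gene was lower in every Ctbp1-KO library. Ctbp1 (ENSMUSG00000037373, chromosome 5, 33247723 to 33274994, GRCm38) had 1720, 1869 and 1661 counts in the Ctrl libraries and 648, 617 and 596 in the Ctbp1-KO libraries. The level was 153 ± 12.7 CPM in Ctrl and 50.5 ± 3.62 in Ctbp1-KO (SD, n = 3), a log2 fold change of -1.60 ± 0.09 (SE; edgeR adjusted p = 0.00346). Transcript from an edited gene can persist, so these counts do not measure the share of edited cells. The paralog Ctbp2 (ENSMUSG00000030970) was low in both groups, at 2.32 and 2.59 CPM, and did not pass the test (log2 fold change 0.15 ± 0.28, adjusted p = 0.736).

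The libraries with the number 1 stood apart from the rest in both genotypes. The first principal component held 52.8% of the variance and placed both replicate 1 libraries away from the other libraries of their genotype, and the second held 33.3% and separated the genotypes. Xist, transcribed from the inactive X chromosome of females, had 12113 and 13573 counts in the replicate 1 libraries and at most 4 counts in the others. Ddx3y, on the Y chromosome, had at most 1 count in replicate 1 and 1024 to 1173 counts in replicates 2 and 3. Counts of replicates 2 and 3 were close, with a chi-square per degree of freedom of 1.16 in Ctbp1-KO and 3.91 in Ctrl, against 28.0 or more between replicate 1 and either of them within a genotype. Both values still exceeded sampling noise, and the libraries were kept as separate samples. The study calls the replicates of these data biological replicates, the labels do not say whether they came from separate animals or cultures, and p-values measure the spread between these libraries.

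Genes rose and fell in Ctbp1-KO, and Epcam was near the detection floor in Ctrl. Of 11868 genes tested, 626 rose and 412 fell in Ctbp1-KO, and 1035 of these 1038 genes moved the same way in all 3 same-numbered pairs. Among the highest fold changes of genes with a mean log2 CPM of 3 or more were those of Epcam, an epithelial adhesion molecule (5.95 ± 0.40 on the log2 scale, adjusted p = 0.00457), Anxa3 (5.51), the sialomucin Cd34 (4.07) and the sialyltransferase St6gal1 (3.59). Stx3 (3.40), Serpinb1a (3.32), the RNA-binding protein gene Igf2bp3 (2.77), Psg17 (2.75) and Lpin3 (2.50) also rose. Epcam had 21, 1 and 1 counts in Ctrl and 711, 375 and 341 counts in Ctbp1-KO. Among the genes that fell were Nectin1 (-2.95), Sema4b (-2.36), Actn2 (-2.27), Nav1 (-2.10), the sialyltransferase St3gal2 (-1.85), the receptor Cd160 (-1.64), Peg13 (-1.60), the fatty acid transporter Slc27a6 (-1.55) and Spo11 (-1.55). The decrease of Nectin1, Actn2 and Nav1 lay in replicates 2 and 3, with pair differences of -0.35, -0.01 and -0.11 in replicate 1. The number of calls rests on replicates 2 and 3: it was 33 without replicate 2, 67 without replicate 3, 5941 without replicate 1, 391 with no replicate block, 2530 with replicate 1 against the others as a batch and 13 with replicates 2 and 3 summed. Of 87 named genes that passed the test, 9 passed with replicates 2 and 3 summed, namely Ctbp1, Epcam, Anxa3, Cd34, Stx3, Igf2bp3, Psg17, Tcrg-C2 and Tnfrsf8. Without replicate 2, Serpinb1a, Itgax, Trgv2, Myb and Mpzl2 passed beside those 9, and the calls of all other named genes were lost; 23 named genes passed without replicate 3.

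**Figure D1:**
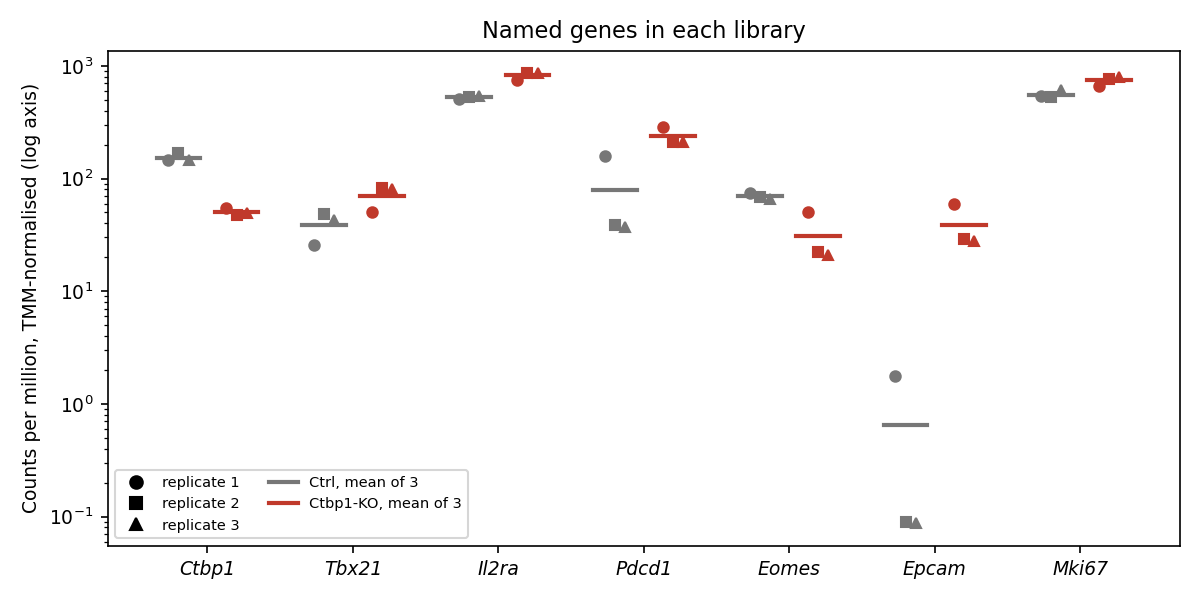
CPM of 7 named genes in each library, normalised with TMM factors, on a log axis. Grey symbols are Ctrl and red symbols Ctbp1-KO, the symbol shape gives the replicate number and horizontal lines give the mean of 3 libraries; Ctbp1 was lower in all 3 Ctbp1-KO libraries and Epcam higher.

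Genes of DNA replication and mitosis were higher in Ctbp1-KO cells as groups. Of 54 DNA replication genes tested, 41 rose and 0 fell (49 and 0 adjusted over the list alone), with a median log2 fold change of 0.64. Examples are the replication initiation factors Cdc6 (1.05 ± 0.14) and Mcm10 (0.84 ± 0.11), the ribonucleotide reductase subunit Rrm2 (0.76 ± 0.10) and the histone chaperone subunit Chaf1b (0.70 ± 0.10). Of 58 mitosis genes, 44 rose and 0 fell (56 and 1 adjusted over the list alone), with a median of 0.48, among them the spindle motor Kif11 (0.68), the condensin subunit Ncaph (0.61), the kinetochore gene Knl1 (0.58) and Nusap1 (0.56). Mki67, a proliferation marker, rose by 0.42 ± 0.07 (adjusted p = 0.0301). Of 40 ribosome biogenesis genes 7 rose and 0 fell (27 and 0 adjusted over the list alone), including Ddx21 (0.41), Nop2 (0.77), Nhp2 (0.47) and Nop56 (0.81). With the preset correlation, camera gave adjusted p = 2.6e-27 for DNA replication, 1.8e-27 for mitosis and 2.3e-10 for ribosome biogenesis. None of these calls held with an estimated correlation (adjusted p = 0.415 for DNA replication, adjusted p = 0.415 for mitosis and adjusted p = 0.553 for ribosome biogenesis). No list passed in that setting, where the smallest adjusted p of any list was 0.415. This loss alone therefore does not show that correlated members account for the calls. The mean differences were 0.34, 0.71 and 0.71 in pairs 1, 2 and 3 for DNA replication, 0.32, 0.55 and 0.53 for mitosis, and 0.12, 0.65 and 0.66 for ribosome biogenesis. Each score differed with an exact permutation p = 0.1, the smallest that 3 libraries against 3 allow (two-sided), and the call of Mki67 was lost without replicate 2 and without replicate 3.

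The ZEB proteins are transcriptional repressors that bind CTBP1. Published lists of genes that rise upon their loss, or that depend on T-bet and ZEB2, were compared. Of 35 genes that rise upon ZEB1 loss, in cells whose type the study's text does not name, 17 were tested. Of these 17, 7 rose and 0 fell (11 and 0 adjusted over the list alone), with a median log2 fold change of 0.72. They included Epcam, the junctional genes Mpzl2 (3.42 ± 0.21) and Ocln, and Sh3yl1 (1.65 ± 0.19), most of them at low levels. Ocln was at 0.175 CPM in Ctrl and 1.28 in Ctbp1-KO. Of 20 tested genes that rise upon ZEB2 loss in CD8 T cells, 6 rose and 1 fell (7 and 3 adjusted over the list alone), among them Epcam and Spint2 (0.77 ± 0.07), while Cables1 fell by 1.13. Among the lists split by dependence on T-bet and ZEB2, 6 of 28 genes repressed by T-bet with ZEB2 rose and 0 fell (10 and 1 adjusted over the list alone), including Kbtbd11 (0.88), the cytokine signalling inhibitor Socs3 (1.78), Myc (1.10) and Pak6 (0.76). Of 18 genes induced by T-bet with ZEB2, 0 rose and 1, Ikzf3 (-0.42), fell (0 and 1 adjusted over the list alone; camera adjusted p = 0.992). Of 8 genes that T-bet induces without ZEB2, 2 rose, among them Tbx21 itself, and 0 fell (2 and 0 adjusted over the list alone). Of 6 genes that T-bet represses without ZEB2, 0 rose and 1, Eomes, fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.253, and 9.5e-04 in the lower direction without replicate 1). The camera adjusted p was 2.4e-10 for the ZEB1 list, 0.00629 for the ZEB2 list, 1.3e-05 for genes repressed by T-bet with ZEB2 and 0.0221 for genes induced by T-bet without ZEB2. Each of these 4 calls was lost with an estimated correlation (adjusted p = 0.415 in each), the ZEB2 call was also lost without replicate 1 (adjusted p = 0.145) and without a filter (adjusted p = 0.296), and the call of genes induced by T-bet without ZEB2 was lost with no replicate block (adjusted p = 0.350). These lists come from other experiments than these libraries and share members such as Epcam and Pak6, and the calls of Ocln, Sh3yl1, Spint2, Cables1, Kbtbd11, Socs3, Myc and Pak6 were lost without replicate 2.

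**Figure D2:**
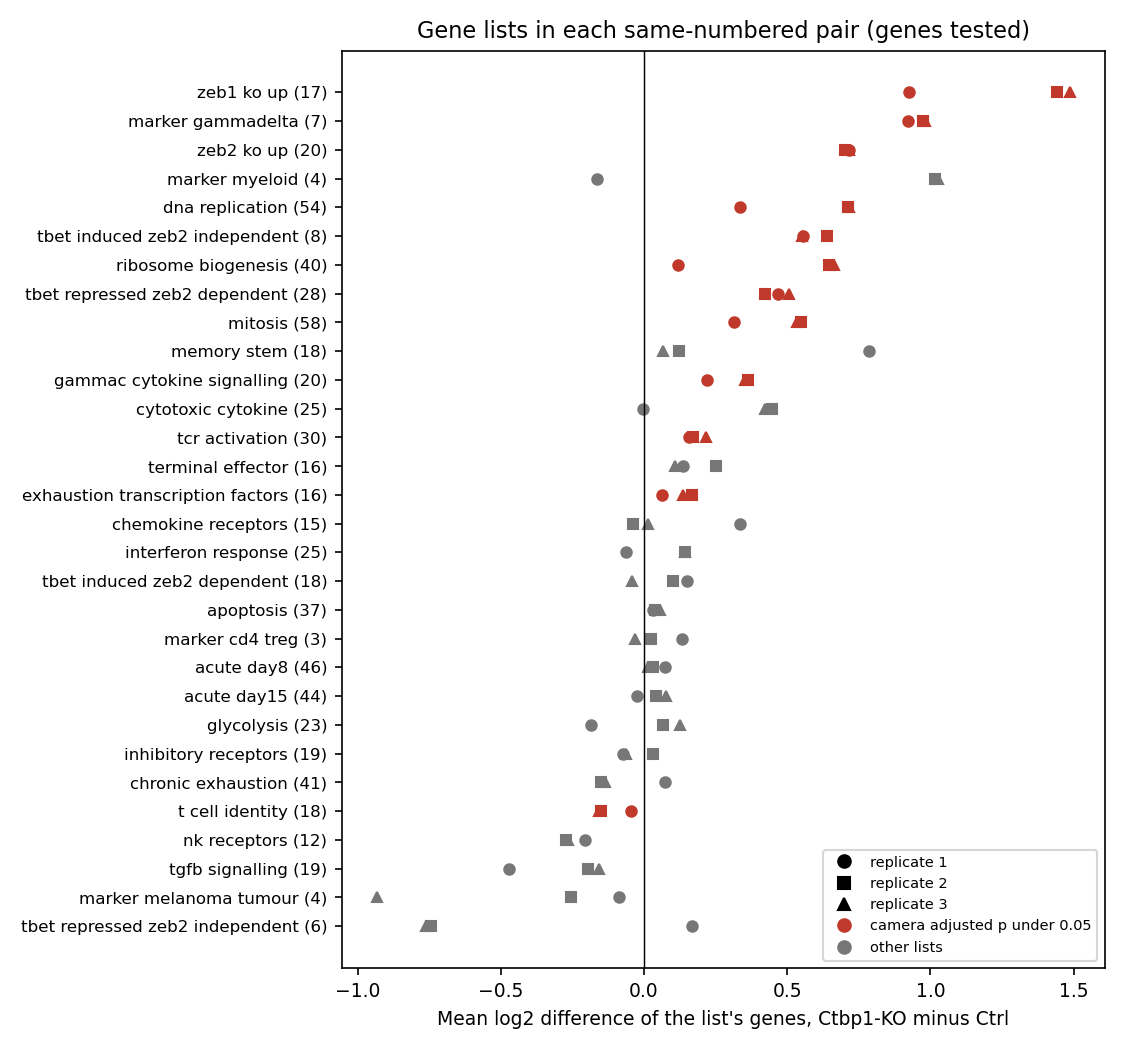
Mean log2 difference between Ctbp1-KO and Ctrl of the tested genes of each list, one symbol per same-numbered pair, with the number of genes tested in brackets. Red lists had a camera adjusted p under 0.05 with the preset correlation; DNA replication, mitosis and the ZEB1 list lay above 0 in all 3 pairs.

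Regulators of T cell differentiation moved in both directions. Tbx21, which encodes T-bet, rose by 0.87 ± 0.08 on the log2 scale (39.0 ± 11.8 to 70.7 ± 18.0 CPM, SD, n = 3; edgeR adjusted p = 0.00892), with pair differences of 0.95, 0.75 and 0.91. Eomes, a T-box factor of effector and memory cells, fell by 1.26 (adjusted p = 0.0306). Ikzf2 rose by 1.07 and Myb, linked to stem-like T cells, by 1.20, and the trafficking regulator Klf2 fell by 1.47. Zeb1 (0.45 ± 0.12, adjusted p = 0.0644) and Zeb2 (0.44 ± 0.32, adjusted p = 0.387) did not pass the test, and Zeb2 had pair differences of 1.46, 0.20 and -0.29. Klrg1 (-0.04 ± 0.27), Il7r (standard error 0.25, with pair differences of 0.81, -0.36 and -0.44) and Ccr7 (-0.79 ± 0.33) did not pass the test (adjusted p = 0.980, 0.994 and 0.166). Tox had at most 5 counts in any library and was not tested. Of 18 memory and stem cell genes 3 rose (among them Myb and Ly6c2) and 4 fell (Klf2, Eomes, Foxo1 and Satb1), with 5 and 4 adjusted over the list alone and camera adjusted p = 0.508. Foxo1 and Satb1 were named after their values were seen. Of 16 terminal effector genes 2 rose, Tbx21 and the integrin gene Itgax (1.66), and 1 fell, the receptor Klre1 (-1.12) (6 and 3 adjusted over the list alone; camera adjusted p = 0.101). The calls of Tbx21, Eomes and Klf2 were lost without replicate 2 and without replicate 3, and that of Ikzf2 without replicate 2.

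The chronic exhaustion list did not pass the test, and inhibitory receptor genes went both ways. Of 41 tested genes of the published chronic exhaustion list, 3 rose and 6 fell (3 and 7 adjusted over the list alone; camera adjusted p = 0.347, in the lower direction). Ly6c2 (0.71), Ly6a (0.63) and Crip1 (0.54) rose, and Klf2 (-1.47), Cd160, Actn2, Ccl5, Cd3g and Klre1 fell. Preranked enrichment of that list was also in the lower direction, with a normalised score of -1.47, an unadjusted p = 0.0322 and an adjusted p = 0.0744. The study reports negative enrichment of this signature with its own ranking of genes from these libraries. Of 19 inhibitory receptor genes, 1 rose and 4 fell (2 and 6 adjusted over the list alone; camera adjusted p = 0.0860, in the lower direction, and adjusted p = 0.0382 with preranked enrichment). The camera adjusted p of that list was 0.415 with an estimated correlation and 0.636 without replicate 1. Pdcd1, encoding PD-1, rose by 1.91 ± 0.34 (adjusted p = 0.0289), from 159, 39.1 and 36.9 to 290, 212 and 211 CPM in pairs 1, 2 and 3. Cd160, Lag3 (-0.47 ± 0.09, adjusted p = 0.0342), Cd96 (-0.50) and the adenosine receptor Adora2a (-1.41) fell. Of 16 exhaustion transcription factors 2 rose and 1 fell (4 and 1 adjusted over the list alone; camera adjusted p = 0.0453), namely Tbx21, Ikzf2 and Eomes, and this call was lost with an estimated correlation (adjusted p = 0.415) and without any 1 replicate (adjusted p = 0.0784 to 0.174). For the signatures of acute infection, 4 of 46 genes of day 8 cells rose (Itgax, Ly6a, Crip1 and Jund, the last named after its value was seen) and 1, Klf2, fell (4 and 2 adjusted over the list alone; adjusted p = 0.631), and 2 of 44 genes of day 15 cells rose (Ly6a and Pim1) and 4 fell (Cd3d, Klre1, Dennd4a and Pnrc1; 5 and 6 adjusted over the list alone; adjusted p = 0.697). The calls of Pdcd1, Lag3, Cd96, Cd160 and Adora2a were lost without replicate 2 and without replicate 3.

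Cytokine signalling genes were higher in Ctbp1-KO with the preset correlation, and T cell identity genes lower. Il2ra, the interleukin 2 receptor alpha chain, rose by 0.65 ± 0.06 (524 ± 16.1 to 823 ± 62.4 CPM, SD, n = 3; edgeR adjusted p = 0.0116), and Socs3, Pim1 (0.60) and Stat3 (0.40) also rose. They are the 4 of 20 gamma chain cytokine signalling genes that rose, with 0 that fell (9 and 0 adjusted over the list alone; camera adjusted p = 7.7e-04, and adjusted p = 0.415 with an estimated correlation). Of 30 T cell receptor activation genes 3 rose and 0 fell, the receptor gene Tnfrsf8 (1.62), Myc and Cd5 (1.34) (3 and 0 adjusted over the list alone; camera adjusted p = 0.0453, adjusted p = 0.415 with an estimated correlation and 0.0606 to 0.183 without any 1 replicate). Of 18 T cell identity genes 0 rose and 5 fell, namely Cd3g (-0.42), Cd3e (-0.35), Cd3d (-0.31), Cd8b1 (-0.42) and Cd247, which was named after its value was seen (0 and 6 adjusted over the list alone; camera adjusted p = 0.0221, and adjusted p = 0.459 with an estimated correlation). That call was also lost without replicate 2 (adjusted p = 0.0606) and without replicate 3 (adjusted p = 0.0522). Ifng (0.29 ± 0.09, adjusted p = 0.0996) and Tnf (0.31 ± 0.12, adjusted p = 0.150) did not pass the test. Of 25 cytotoxic and cytokine genes 1 rose, Gzmf (1.29), and 3 fell, Ccl5 (-0.66), Lamp1 (-0.48) and Gzmc (-0.34) (4 and 3 adjusted over the list alone; camera adjusted p = 0.631, and 1.6e-04 in the upward direction without replicate 1), with a median log2 fold change of -0.02 and a mean of 0.27, which differ in sign. The call of Il2ra was lost without replicate 2 and without replicate 3. Granzyme genes are a family of close paralogs, whose counts are uncertain where reads map to more than 1 place. The values of Gzmf and Gzmc are therefore uncertain, as are those of the Ly6 genes, Psg17, Klre1 and the T cell receptor gamma genes.

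The remaining lists gave few calls. Of 19 genes of TGF-beta signalling 0 rose and 2 fell (0 and 3 adjusted over the list alone), the integrin gene Itgae (-2.77) and the signal transducer Smad3 (-2.25) (camera adjusted p = 0.216 in the lower direction, 0.0489 in that direction without replicate 3, and 0.924 in the upper direction without replicate 1). Of 12 natural killer receptor genes 0 rose and 1, Klre1, fell (0 and 4 adjusted over the list alone; adjusted p = 0.125, and 0.00381 without replicate 1). Of 15 chemokine receptor genes 1 rose, Cxcr4 (0.71), and 0 fell (3 and 0 adjusted over the list alone; adjusted p = 0.650). Of 37 apoptosis genes 4 rose and 1 fell (6 and 5 adjusted over the list alone; adjusted p = 0.854), with Bcl2l1, which protects from apoptosis (0.42), Casp8 and the cytochrome c gene Cycs (0.61) among those higher and the pro-apoptotic gene Bmf (-0.85) lower. Casp8 was named after its value was seen. Of 23 glycolysis genes 1 rose and 1 fell (1 and 1 adjusted over the list alone; adjusted p = 0.910), the lactate transporter Slc16a1 (0.86) and Ldhb (-1.85). Of 25 interferon response genes 1 rose, Bst2 (0.47), and 1 fell, Irf7 (-0.39) (1 and 1 adjusted over the list alone; adjusted p = 0.697). The median and the mean differ in sign for 3 further lists: day 15 cells (-0.05 and 0.02), genes induced by T-bet with ZEB2 (-0.02 and 0.06) and CD4 and regulatory T cells (-0.06 and 0.04).

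Most markers of other cells that a sort could hold did not pass the expression filter, except those of gamma delta T cells. Some that passed it were well above the floor. The highest melanoma and tumor gene stood at 84.3 CPM in Ctrl and 65.9 in Ctbp1-KO. The highest myeloid gene stood at 38.4 and 26.8, and the highest CD4 and regulatory T cell gene at 57.0 and 74.0. None of these highest genes was called. Of 24 melanoma and tumor genes 4 were tested, and of these 0 rose and 0 fell (0 and 0 adjusted over the list alone; camera adjusted p = 0.359, and 0.0446 in the lower direction without a filter). Of 20 myeloid genes 4 were tested and 1 rose, Cd14 (1.91, to 9.48 CPM), with 0 that fell (1 and 1 adjusted over the list alone; adjusted p = 0.651). Of 7 genes of CD4 and regulatory T cells 3 were tested, and 0 rose and 0 fell (1 and 0 adjusted over the list alone; adjusted p = 0.878). Only 2 of 12 B cell genes and 0 of 8 erythroid genes passed the filter, too few for a list test. Of 7 tested gamma delta T cell genes 3 rose and 0 fell (4 and 0 adjusted over the list alone; camera adjusted p = 1.3e-09, and adjusted p = 0.415 with an estimated correlation), Tcrg-C2 (2.26 ± 0.08), Trgv2 (2.31 ± 0.16) and Tcrg-C4 (0.92 ± 0.12), the last of which was lost without replicate 2. These are T cell receptor gamma genes. A delta chain gene of the list, at 1.34 CPM in Ctrl and 2.97 in Ctbp1-KO, was not called (edgeR adjusted p = 0.0880). Whether the sort held gamma delta T cells was not tested.

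**Figure D3:**
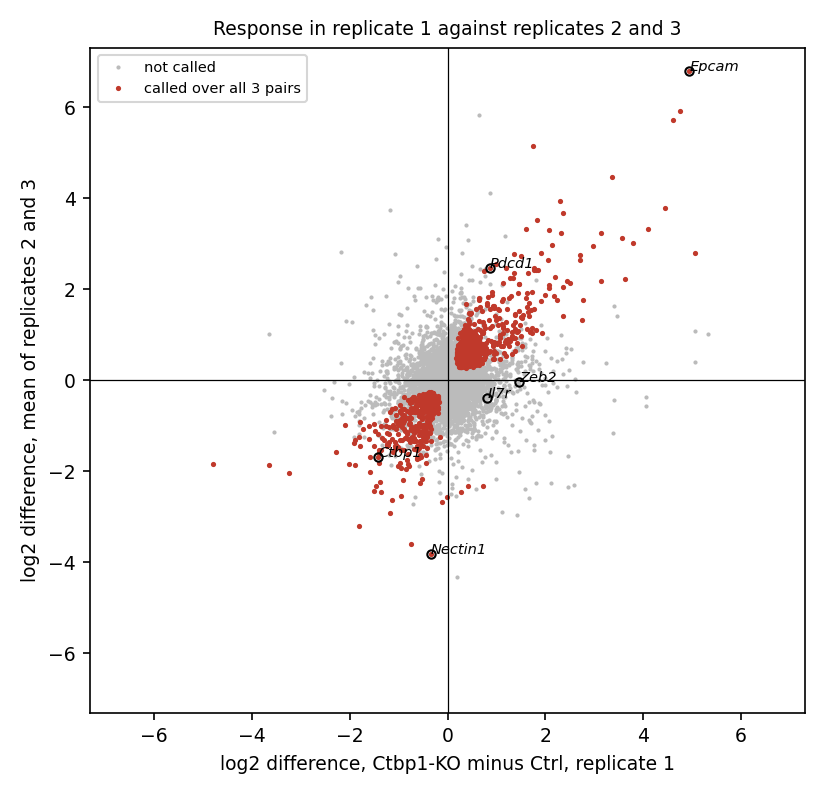
Difference between Ctbp1-KO and Ctrl in log2 CPM (prior count of 2) for each tested gene, replicate 1 on the horizontal axis and the mean of replicates 2 and 3 on the vertical axis. Red points are the 1038 genes called over all 3 pairs; Nectin1 lies near 0 on the horizontal axis and Pdcd1 is higher on the vertical axis than on the horizontal axis.

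The authors' deposited table of the same libraries holds 20113 genes, with 1108 higher and 823 lower at an adjusted p under 0.05. For the 9721 genes with a fold in the authors' deposited table and tested here, the log2 folds correlated across genes with r = 0.989, and genes are not independent replicates. Of the genes called here, 911 were called in the same direction in the authors' deposited table, 0 in the opposite direction and 4 were not called there, while 123 have no fold in the authors' deposited table. A further 988 genes tested here were called in the authors' deposited table alone. The same libraries underlie both, so their overlap is no independent evidence.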

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

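All tests of explanations in this part were chosen after the result was seen. The effect of Ctbp1 ablation in replicate 1 was tested against that in replicates 2 and 3. Replicate 1 is 1 pair of libraries with no spread of its own, and the spread in this test comes from replicates 2 and 3 alone. Replicates 2 and 3 differ by little more than sampling noise in Ctbp1-KO (chi-square per degree of freedom 1.16) and by more in Ctrl (3.91). In both genotypes they differ far less from each other than from replicate 1. The values below therefore set a single pair against that small spread and do not show a difference beyond the spread between independent samples. On that scale 2182 of 11868 genes tested passed, more positive in replicate 1 for 906 and more negative for 1276. Of these, 771 had the same sign in replicate 1 and a smaller size, 1215 had the opposite sign there, and 115 (5.27%) were opposite by 0.5 or more on the log2 scale. A weaker loss of Ctbp1 in replicate 1 was to leave under 5% of these genes opposite and was to be excluded at 10%, so that test leaves it open. Ctbp1 itself had pair differences of -1.42, -1.80 and -1.56, and its effect in replicate 1 differed from the others by 0.27 (adjusted p = 0.146), a difference that did not pass the test. Shared culture or RNA of replicates 2 and 3 may make their spread too small: their chi-square per degree of freedom was at most 6.51% of that between replicate 1 and either, far from a like spread, yet above sampling noise in both genotypes, which leaves this open too. The study calls the replicates biological replicates. Xist and Ddx3y part replicate 1 from the others by sex of the donor animal, which stays open as an untested biological explanation, and the sources do not say which library was in which sequencing batch.

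Of 93 tested genes chosen by the rule and named in the text, 30 passed the same test, in which replicate 1 is a single pair. The difference of the log2 effect in replicate 1 from that in replicates 2 and 3 was 3.50 for Nectin1, 2.59 for Actn2, 2.58 for Nav1, 1.52 for Zeb2, 1.28 for St3gal2, 1.21 for Il7r, 1.11 for Adora2a, 1.10 for Spo11 and 1.08 for Eomes. It was 0.53 for Ccl5, 0.51 for Tcrg-C4, 0.46 for Cables1, 0.31 for Lag3 and 0.17 for Cd3g. It was negative for Ly6a (-0.30), Ly6c2 (-0.31), Lamp1 (-0.32), Ifng (-0.35), Pim1 (-0.36), Rrm2 (-0.40), Zeb1 (-0.48), Nop2 (-0.54), Itgax (-0.56), Nop56 (-0.67) and Slc16a1 (-0.67). The most negative values were those of Gzmf (-0.96), Pdcd1 (-1.61), Serpinb1a (-1.64), Epcam (-3.11) and St6gal1 (-3.46). Epcam had 1 count in each of Ctrl replicates 2 and 3, near the detection floor, so the size of its value and its place in this order are uncertain. Its pair differences in log2 CPM (prior count 2) were 4.95, 6.83 and 6.78 in replicates 1, 2 and 3.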

How the results depend on the processing

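The batch of replicate 1 against the others and the sum of replicates 2 and 3 were chosen after seeing the data. The 1038 genes changed (626 higher, 412 lower) became 2087 (1220, 867) with no filter, 391 (281, 110) with no replicate block, 2530 (1419, 1111) with that batch, 2135 (1241, 894) with DESeq2 and that batch, 13 (11, 2) with replicates 2 and 3 summed, 442 (294, 148) at an unadjusted p under 0.001 and 260 (139, 121) at a fold of 2 or more. Leaving out a replicate number gave 33 to 5941 genes (25 to 3087 higher, 8 to 2854 lower), with 33 without replicate 2, 67 without replicate 3 and 5941 without replicate 1. With no block and a single library left out, the counts were 2828 (1607, 1221) without Ctrl replicate 1, 591 (415, 176) without Ctbp1-KO replicate 1, 5 (4, 1) without replicate 2 of either genotype and 6 (5, 1) without replicate 3 of either. Genes called with no block included 390 of those called with it, and all 13 of the summed counts were among the 1038. The counts fell within 1.5 times with DESeq2 size factors, a strict filter and DESeq2 in the same design (1036, 1025 and 1040 genes). The 1038 genes included 1024, 1020 and 823 of these, so DESeq2 in the same design gave a like count from a partly different set of genes. The cause was not tested for the other alternatives, except that replicates 2 and 3 have a smaller spread than either has to replicate 1, and that leaving out or summing libraries leaves fewer of them.

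Of the 30 lists tested, 12 were called, against 0 with an estimated correlation, 1, the gamma delta list, with fry and 9 to 12 under each of the 10 other alternatives, which are not always the same lists. The estimated correlation was 0.61 for DNA replication, 0.62 for mitosis, 0.014 for the gamma delta list and -0.004 for genes repressed by T-bet with ZEB2. Each went to an adjusted p of 0.415, so that setting does not tell lists with correlated members from the others. Without replicate 1, the exhaustion transcription factor, T cell receptor activation and ZEB2 lists were lost, and the cytotoxic, natural killer receptor and T-bet repressed without ZEB2 lists were gained. The adjusted p was 0.415 with an estimated correlation for DNA replication, mitosis and the ZEB1 list, and 0.0854, 0.0699 and 0.0699 with fry, which tests whether the genes of a list move one way on balance and, unlike camera, does not compare them with other genes. Without the replicate numbers in turn it was at most 1.0e-24 for DNA replication, 5.9e-22 for mitosis and 3.2e-08 for the ZEB1 list. The chronic exhaustion list passed under no alternative that was run, after adjustment over all lists, with adjusted p from 0.0744 with fgsea to 0.550 with an estimated correlation. Of the named genes, 87 passed, against 41 with no replicate block, 9 with replicates 2 and 3 summed and 14 to 115 without a replicate number. No named gene or list that passed with the main settings changed sign under any alternative. Lists called only under an alternative did. The TGF-beta list was lower without replicate 3 (camera adjusted p = 0.0489) and higher without replicate 1 (adjusted p = 0.924). The cytotoxic list was higher without replicate 1 (adjusted p = 1.6e-04) and lower with no replicate block (adjusted p = 0.876). Depth limits genes such as Tox, with at most 5 counts in any library.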

Other observations

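The tests of the cultures of replicates 2 and 3, of epithelial or tumour cells and of low-count noise, and the lower quartile as a bound for the neighbours of Ctbp1, were chosen after the result was seen. Of 112 DNA replication and mitosis genes, 85 were called higher in Ctbp1-KO, and neither list call holds with an estimated correlation (adjusted p = 0.415 for each). After each library was corrected for GC content and length, the median log2 fold over both lists was 0.51 against 0.53 before, which is 97.0% of it, and 74 members were called. The correction was small, and moved the log2 fold by 0.1 or more for 115 of 11846 tested genes with GC content and length. The median kept argues against a bias that this correction can remove as the whole cause. A difference between the cultures of replicates 2 and 3 alone predicts no shift of both lists in replicate 1. There 109 members (97.3%) were higher, against 49.8% of all genes tested. Members move together, with an estimated correlation of 0.61 for DNA replication and 0.62 for mitosis. Replicate 1 is also a single pair, in which a difference unrelated to genotype could move nearly all members one way. The share therefore cannot exclude that explanation. No biological explanation was tested.

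Of 17 tested genes of the ZEB1-knockout list, 7 were called higher in Ctbp1-KO, Epcam among them, and the list call is lost with an estimated correlation (adjusted p = 0.415). Epithelial or tumour cells in the sort could bring Epcam, but would also bring abundant keratins, collagens and matrix genes. The highest of these that was higher in all 3 pairs, Col1a2, reached 3.54% of the Epcam level in Ctbp1-KO, Krt5, Krt8 and Krt14 had 0 counts, and Krt19 stood at 10.4% without being higher in all 3 pairs. Noise of low counts was tested against 10000 random lists matched on expression: the median log2 fold of 0.72 lay at percentile 100, above the highest random median of 0.46. No biological explanation was tested.

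With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split, which gave 1038 genes, was the 1 split with as many, and the highest of the other 9 gave 0, including the 3 that also part all 3 pairs. A large deletion at Ctbp1 could lower its neighbours on chromosome 5. The 18 tested genes within 1 Mb had a median log2 fold of 0.15 (quartiles -0.09 and 0.36), and 4 of them were called, all of them higher. A deletion that lowered these genes was to give a median under -0.3, and the lower quartile lies above that, which argues against it. The bound first set for excluding it, a median within 0.1 of that of all genes, was missed on the side away from a deletion, for which that bound made no allowance. A deletion that reaches fewer genes was not tested.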
